# The RNA uridyltransferase Zcchc6 is expressed in macrophages and impacts innate immune responses

**DOI:** 10.1371/journal.pone.0179797

**Published:** 2017-06-30

**Authors:** Elyse Kozlowski, Gregory A. Wasserman, Marcos Morgan, Dónal O’Carroll, Nora-Guadalupe P. Ramirez, Suryaram Gummuluru, Jasmine Y. Rah, Adam C. Gower, Michael Ieong, Lee J. Quinton, Joseph P. Mizgerd, Matthew R. Jones

## Abstract

Alveolar macrophages orchestrate pulmonary innate immunity and are essential for early immune surveillance and clearance of microorganisms in the airways. Inflammatory signaling must be sufficiently robust to promote host defense but limited enough to prevent excessive tissue injury. Macrophages in the lungs utilize multiple transcriptional and post-transcriptional mechanisms of inflammatory gene expression to delicately balance the elaboration of immune mediators. RNA terminal uridyltransferases (TUTs), including the closely homologous family members Zcchc6 (TUT7) and Zcchc11 (TUT4), have been implicated in the post-transcriptional regulation of inflammation from studies conducted *in vitro*. *In vivo*, we observed that Zcchc6 is expressed in mouse and human primary macrophages. Zcchc6-deficient mice are viable and born in Mendelian ratios and do not exhibit an observable spontaneous phenotype under basal conditions. Following an intratracheal challenge with *S*. *pneumoniae*, Zcchc6 deficiency led to a modest but significant increase in the expression of select cytokines including IL-6, CXCL1, and CXCL5. These findings were recapitulated *in vitro* whereby Zcchc6-deficient macrophages exhibited similar increases in cytokine expression due to bacterial stimulation. Although loss of Zcchc6 also led to increased neutrophil emigration to the airways during pneumonia, these responses were not sufficient to impact host defense against infection.

## Introduction

Innate immunity is essential for host protection against pathogens. As an integral member of pulmonary innate defense, the alveolar macrophage is a first-responder cell type critical to initiating host immune responses during infection. Resident alveolar macrophages are long-lived and function to clear inhaled and cellular debris, and trigger innate defenses upon detection of microbial products [1–3]. As one of the first cells encountering inhaled particles and pathogens [4], macrophages can initiate and maintain a delicately balanced series of immune responses robust enough to prevent infection but without injurious inflammation. Transcriptional and post-transcriptional regulation of cytokines and other inflammatory mediators is an important means through which immune responses are coordinated to be effective yet appropriate [5–9].

As integral contributors to post-transcriptional mechanisms of RNA regulation [2, 10–17], RNA terminal uridyltransferases (TUTs) play widespread roles established from *in vitro* models, but their integrated functions in mammalian biology and homeostasis remain largely speculative. We previously reported a role for the RNA terminal uridyltransferase (TUT) enzyme Zcchc11 (TUT4) in the post-transcriptional regulation of the inflammatory cytokine IL-6 [18]. This enzyme contributes to the expression of IL-6 and growth factors by hepatocytes in young and rapidly growing mice [19], but otherwise the functional significance of Zcchc11 appears to be minimal. Zcchc11 has been reported to function in stem cell biology and is essential to the *in vitro* maintenance of cellular pluripotency [14, 20], but such roles have yet to be observed *in vivo*. The closest mammalian TUT homolog to Zcchc11 is Zcchc6 (TUT7). Zcchc6 uridyltransferase can uridylate the same miRNAs as Zcchc11 and shows overlapping and somewhat redundant roles in the *in vitro* maintenance of pluripotent stem cells [21] [22]. However, Zcchc6 is capable of uridylating a wide variety of miRNAs [22–24] and even mRNAs [25], suggesting additional biological functions downstream of this enzyme. To our knowledge, the present studies, focused on the influence of Zcchc6 in mice with and without pneumonia, constitute the first to report consequences of a Zcchc6 deficiency *in vivo*.

## Experimental procedures

### Ethics statement

All animal studies were performed in accordance with U.S. Federal Law, and approved by the Boston University School of Medicine Institutional Animal Care and Use Committee (IACUC) (Permit #14859). Animals were anesthetized and euthanized using an approved protocol and all efforts were made to minimize suffering.

### Mice

All murine studies were performed under approval of the Boston University School of Medicine Institutional Animal Care and Use Committee (IACUC). Mice were maintained under pathogen free conditions with access to food and water *ad libitum*. All experiments were performed using both male and female mice at 8–16 weeks of age. Experiments using non-genetically modified animals were conducted with C57BL/6 mice purchased from Jackson Laboratories (Bar Harbor, ME). The Zcchc6-floxed model was generated by flanking the critical exons 16 and 17 of the *Zcchc6* gene with *loxP* sites using homologous recombination (Dr. O’Carroll, manuscript in preparation) so that Cre recombinase-mediated excision leads to a frame-shift mutation to elicit nonsense-mediated decay of the mutant transcript. To create Zcchc6-deficient mice, these mice were bred with the B6.FVB-Tg(EIIa-cre)C5379Lmgd/J mouse (Jackson Laboratories # 003724), which harbors a *cre* transgene under control of the ubiquitous EIIa promoter and leads to mutation of floxed alleles in the germline. Selective breeding established *Zcchc6*^***+/-***^ heterozygotes which lacked the Cre transgene, thereafter bred together to derive Zcchc6-deficient *Zcchc6*^**-/-**^ mice.

### Primary human cell isolation and culture

For primary human macrophages, bronchoalveolar lavage (BAL) was performed on healthy, non-smoking volunteers in accordance with an informed consent protocol approved by Institutional Review Board of Boston University Medical Center as previously conducted [26]. Alveolar macrophages were isolated by adherence to plastic. Non-adherent cells were removed by washing and the remaining adherent cells averaged >98% viability as verified by trypan blue exclusion. Primary human monocytes were isolated as previously described [27]. Peripheral blood mononuclear cells (PBMCs) were isolated from peripheral blood of healthy donors. CD14^+^ monocytes were isolated from PBMCs using CD14-coated magnetic beads (Miltenyi Biotech), and cell purity was assessed to be >95% by FACS. The human monocyte cell lines U937 and THP-1 were obtained from the American Type Culture Collection (ATCC). For the differentiation experiment, cells were seeded in 6-well tissue culture dishes, stimulated with 20 ng/mL (U937) or 5 ng/mL (THP-1) Phorbol 12-myristate 13-acetate (PMA; Sigma Aldrich P8139) overnight, and collected the next day in protein lysis buffer.

### Murine bronchoalveolar and pleural lavage

Lungs were lavaged with ice-cold PBS 10 times in 1 mL increments as previously described [26, 28]. Isolated cells were centrifuged at 300 x *g* for 5 minutes at 4°C, then cytocentrifuged and stained with Diff-Quick (Dade-Behring) to perform cell differential analysis. Total RNA was prepared using Qiazol, and purified using an RNAeasy column (Qiagen). To isolate macrophages from the pleural cavities, mice were sacrificed and the pleural space was lavaged as previously described [29]. In short, after euthanasia, the thoracic cavity is exposed and a small incision is inserted into the dorsal tip of the diaphragm. Using a 1 mL sterile Pasteur pipet, the pleural cavity is lavaged 8 times with 1 mL of ice-cold RPMI 1640 medium supplemented with 1X penicillin/streptomycin and 2 mM L-glutamine. Isolated cells were centrifuged at 300 x *g* for 5 minutes at 4°C, then cytocentrifuged and stained with Diff-Quick (Dade-Behring) to perform cell differential analysis.

### Murine bone marrow macrophage isolation, culture and stimulation

Murine bone marrow macrophages were isolated as previously described [30]. For the differentiation time course, macrophages were collected from C57BL/6 mice and seeded onto 10 cm^2^ petri dishes. Cells were collected in Cell Stripper solution (Corning, 25-056-CI) at specified times of adherence under cell culture conditions and lysed using protein lysis buffer. For the stimulation experiments, cells were seeded onto petri dishes with RPMI, 10% fetal bovine serum, and 20% L929 supernatant and allowed to differentiate into macrophages over 7 days as previously described [30, 31]. For stimulations, adherent macrophages were removed with Cell Stripper solution and subsequently plated on non-adherent 6-well plates at a density of 1x10^6^ cells/well. The media was replaced with RPMI containing 10% FBS and supplemented with vehicle or *S*. *pneumoniae*. Bacteria were removed after 2 hours by washing cells with antibiotic containing complete media. Supernatants were collected 4 hours after washing and CXCL1 concentrations were quantified in cellular supernatants by DuoSet ELISA (R&D Systems).

### Protein Isolation and immunoblotting

For protein measurements, cells and tissues were snap frozen in liquid nitrogen for cryostorage at -80°C. Cellular lysis and protein extraction was performed using lysis buffer containing 20mM Tris-HCl pH 7.4, 150mM NaCl, 1mM MgCl_2_, 0.5% NP-40. Total protein content was quantified using the bicinchoninic acid (BCA) assay (Sigma). For all Western blots, total protein was resolved through 3–8% Tris-Acetate polyacrylamide gels (Life Technologies) and transferred to a PVDF membrane (Immobilon) using the NuPAGE blotting system (Invitrogen). The mouse reactive Zcchc6 antibody was obtained from Proteintech (25196-1-AP). The human reactive Zcchc6 antibody was obtained from Sigma Aldrich (HPA020615). An anti-rabbit, HRP-conjugated secondary antibody (Cell Signaling Technology #7074S) followed by ECL chemiluminescence (GE Healthcare, RPN2232) was used for protein detection.

### Quantitative RT-PCR analysis

Total RNA was isolated following the RNAeasy kit protocol (Qiagen). mRNA expression was measured using the TaqMan RNA-to-Ct 1-Step kit (Life Technologies). Primers specific for CXCL1 CXCL2, CXCL5, IL-6, TNF and 18s ribosomal RNA were synthesized by Integrated DNA Technologies and have been described previously [28]. The murine Zcchc6 primer/probe set was obtained from Applied Biosystems (#1189979). All qRT-PCR assays were performed on a real-time PCR machine (Applied Biosystems) using 10 ng of total RNA. For each mRNA, fold induction was normalized to the content of 18S rRNA and expressed as fold-induction relative to a control group.

### Microarray analysis

Total RNA was isolated from alveolar macrophages as described above and quality assessed by using an Agilent Bioanalyzer. Affymetrix GeneChip Mouse Gene ST 2.0 arrays were used to determine transcriptomic profiles. Microarray analysis and quantitative assessment were performed by the Boston University Medical Campus Microarray and Sequencing Resource. CEL files were normalized to produce gene-level expression values using the implementation of the Robust Multiarray Average (RMA) [32] in the *affy* package (version 1.36.1)[33] included within in the Bioconductor software suite (version 2.11) and an Entrez Gene-specific probeset mapping (version 17.0.0) from the Molecular and Behavioral Neuroscience Institute (Brainarray) at the University of Michigan. Array quality was assessed by computing Relative Log Expression (RLE) and Normalized Unscaled Standard Error (NUSE) using the *affyPLM* Bioconductor package (version 1.34.0) [34]. Moderated t tests were performed using the *limma* package (version 3.14.4). Correction for multiple hypothesis testing was accomplished using the Benjamini-Hochberg false discovery rate (FDR) [35]. Analyses were performed using the R environment for statistical computing (version 2.15.1). Raw data are available at the NCBI Gene Expression Omnibus archive with the accession GSE98222.

### Experimental pneumonia

For lung infections, mice were anesthetized by intraperitoneal injection with a 50 mg/kg ketamine and 5 mg/kg xylazine solution. Tracheas were surgically exposed and cannulated using an angiocatheter. *Streptococcus pneumoniae* serotype 19F (Sp19, strain EF3030, provided by Dr. M. Lipsitch, Harvard School of Public Health) or *Escherichia coli* were intratracheally instilled into the left lung lobe. Target instillations of 5 x 10^6^ CFU/mL (Sp19) or 2 x 10^6^ CFU/mL (*E*.*coli*) or were subsequently verified by serial dilutions of the input on 5% sheep blood agar plates.

### Statistical analysis

Statistical analyses were determined using GraphPad Prism (GraphPad Software). The statistical test used is denoted in the figure legend. A *P*-value of less than 0.05 was considered significant. For microarray studies, false discovery rate was used to correct for multiple comparisons.

## Results

### Zcchc6 is expressed in adult lungs and alveolar macrophages

Previous reports on Zcchc6 and Zcchc11 expression have suggested that both proteins are developmentally regulated and undetectable in adult tissues and organs [24]. At first thought, these findings are clearly anticipated given that abundant levels of mature let-7 microRNA family members are positively associated with differentiated tissue [36] and that Zcchc6 and Zcchc11 are negative regulators of let-7 [21]. However, both enzymes have been detected in at least some cells and tissues of adult animals [18, 19, 24]. The degree to which each TUT is differentially expressed between major tissues is currently unknown. To determine relative levels of Zcchc6 and Zcchc11 mRNA in adult tissues, we assessed transcripts encoding both enzymes by qRT-PCR. As shown in Fig 1A, Zcchc6 and Zcchc11 mRNA is detectable in all tissues examined. Interestingly, when we sought to identify where Zcchc6 mRNA was significantly enriched relative to Zcchc11 expression (Zcchc6 mRNA was normalized to Zcchc11 mRNA) we found that murine lungs exhibited enhanced Zcchc6 levels thus suggesting a more prominent role for this TUT.

**Fig 1:**
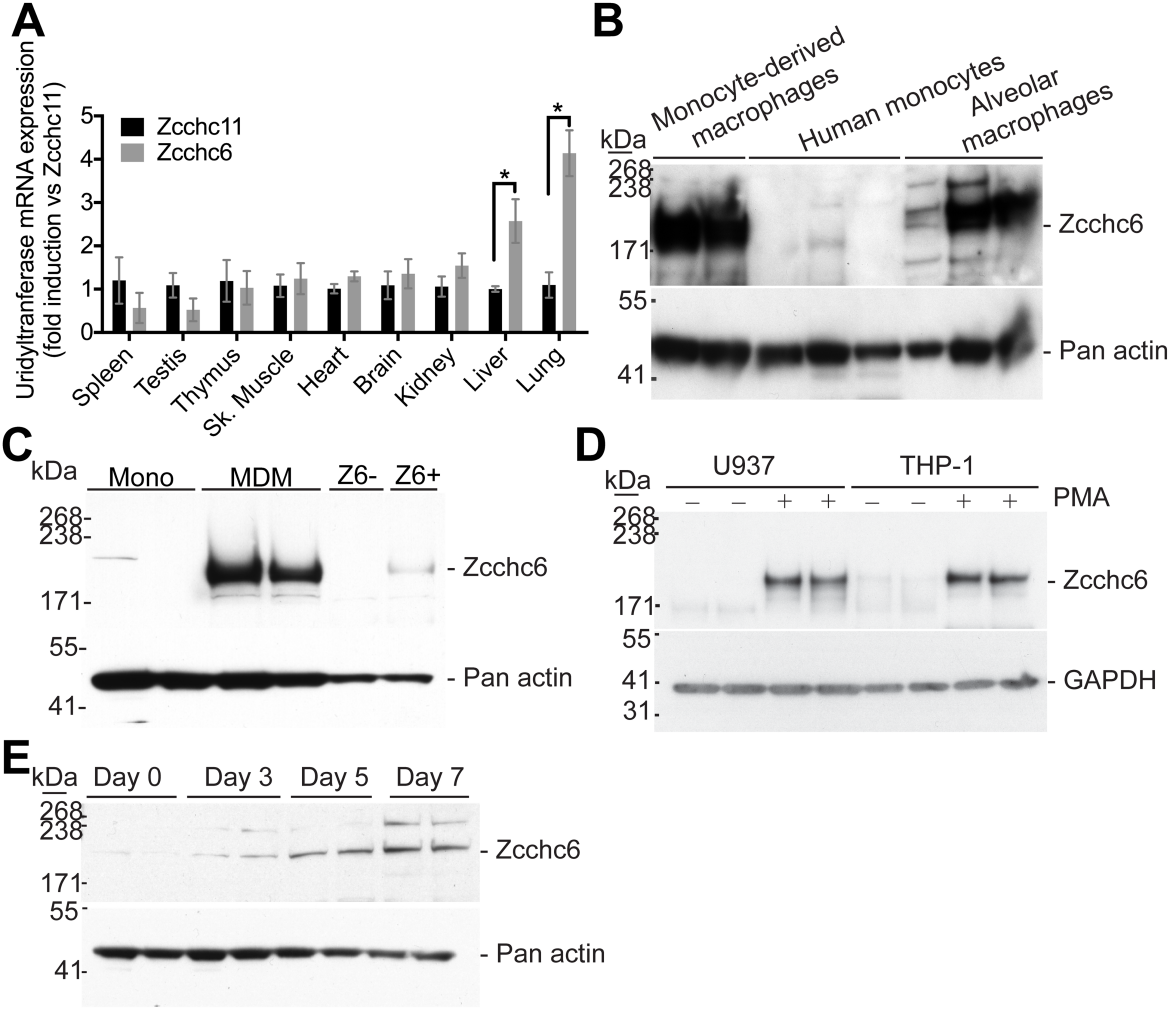
Zcchc6 and Zcchc11 expression in adult mouse tissues. (A) Total RNA was prepared from C57BL/6 mouse tissues and was assayed for Zcchc6 and Zcchc11 mRNA expression by qRT-PCR. Data are normalized to 18S rRNA and displayed as fold induction over Zcchc11 expression (n = 3,3). *p<0.05 ***p<0.001 by two-way ANOVA with Bonferroni post-test. (B)(C) Zcchc6 protein expression was measured by immunoblot in primary human monocyte derived macrophages (4 donors), human monocytes (5 donors), and human alveolar macrophages (3 donors). Lung lysates generated from WT or Z6 deficient mouse lungs were used as a control in (C). Zcchc6 protein expression was assessed in (D) PMA or vehicle treated U937 or THP-1 human monocytic cell lines and in (E) mouse bone marrow-derived macrophages during a 7-day time-course of differentiation.

In an effort to determine which lung cell(s) express Zcchc6, we queried a previously published microarray dataset from our laboratory that profiled epithelial and non-epithelial cell populations isolated during pneumonia (GSE71623) [37]. Zcchc6 was 3.3 fold more abundant in non-epithelial cells than epithelial cells during pneumonia (FDR q<0.05). These data also suggested that Zcchc6 was selectively enriched over Zcchc11 in adult lungs and that non-epithelial cell sources predominated as sources of Zcchc6 expression. Hence, given previous reports that Zcchc6 and Zcchc11 have overlapping and compensatory function, we sought to determine whether Zcchc6 plays a predominant role in the myeloid compartment of the lung.

Alveolar macrophages represent a critical first line of defense against inhaled pathogens in the lungs [38–40] Given that Zcchc6 expression was enriched in non-epithelial lung populations of cells, we examined Zcchc6 protein expression in alveolar macrophages. Human alveolar macrophages collected from healthy donors by BAL contain Zcchc6 protein that is readily detectable by immunoblot. We observed that Zcchc6 protein is not expressed in peripheral blood monocytes, but is induced when these cells were differentiating during cell culture adhesion, *in vitro* (Fig 1B). Although previous reports suggest that Zcchc6 may be restricted to un-differentiated cell types [24], these findings indicate the opposite expression pattern within the myeloid lineage. To further test whether Zcchc6 protein expression results from monocyte-to-macrophage differentiation, we used the human monocytic cell lines U937 and THP-1, whose maturation can be pharmacologically induced in cell cultures [41]. As shown in Fig 1C, Zcchc6 protein expression was markedly induced upon monocyte-to-macrophage differentiation in both cell lines. Similar to the human models of macrophage differentiation, we also observed enhanced Zcchc6 protein expression in mouse bone marrow-derived macrophages during differentiation *in vitro* (Fig 1D). These multiple lines of evidence consistently demonstrated the induction of the RNA uridyltransferase Zcchc6 during the progression from monocytes to macrophage-like cells.

### Zcchc6-deficient mice are viable and born in Mendelian ratios

To determine whether Zcchc6 is essential for macrophage function *in vivo*, we created Zcchc6-deficient mouse model (*Zcchc6*^*-/-*^). Genomic deletion was confirmed via PCR on genomic tail DNA samples (Fig 2A), and mRNA analysis revealed effective loss of lung expression due to mutation (Fig 2B). At the protein level, immunoblot analysis confirmed a complete loss of Zcchc6 protein expression in all tissues examined (Fig 2C). These results demonstrate that Zcchc6 protein is widely-expressed in wild type mice but eliminated in Zcchc6-targeted animals. Because of the 50% perinatal mortality observed in *Zcchc11*^*-/-*^ mice [19], pups born from breeding heterozygous *Zcchc6*^*+/-*^ × *Zcchc6*^*+/-*^ mating pairs were closely monitored. Unlike Zcchc11-deficient animals, wild type, heterozygous and homozygous *Zcchc6*^*-/-*^ mice exhibited normal litter sizes and were born in ratios consistent with Mendelian patterns of inheritance (Fig 2D). No changes in anatomy or behavior were observed as mice aged to adulthood. Taken together, our data demonstrate that genetic loss of Zcchc6 is compatible with murine life.

**Fig 2:**
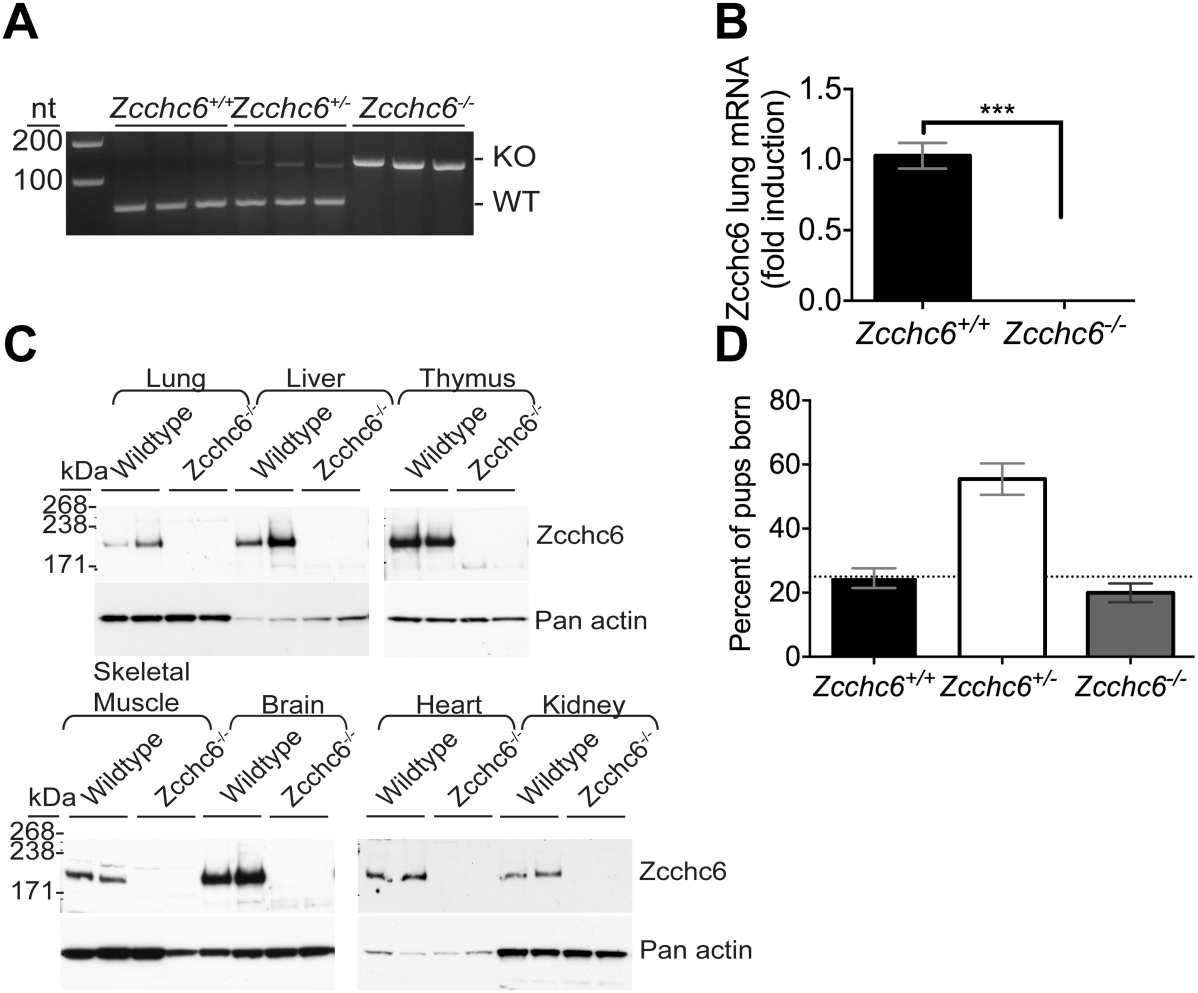
Establishment of a mouse model of Zcchc6 deficiency. (A) Gene rearrangement in Zcchc6^-/-^ mice at the DNA level was confirmed by PCR of tail genomic DNA. (B) Zcchc6 mRNA expression was measured by qRT-PCR from total left lobe lung RNA and normalized to 18S rRNA. Data expressed as mean and SEM, ***p<0.001 by Student’s t-test (C) Immunoblot analysis of Zcchc6 protein expression across multiple tissue cell lysates. (D) Genotypes of pups weaned from Zcchc6^+/-^ x Zcchc6^+/-^ crosses. Dotted line indicated expected frequency of homozygous animals.

### Homeostatic macrophage cell number and transcriptomic profiles are not impacted by Zcchc6 deficiency

Our data demonstrate that Zcchc6 is expressed in macrophages and induced during the transition from monocytes to macrophage-like cells. Given these observations and that the Zcchc6 homologue Zcchc11 mediates cell proliferation [42], we sought to determine whether baseline homeostatic macrophage numbers were altered in the Zcchc6-deficient animals. We observed no significant differences in the number of alveolar macrophages recovered by bronchoalveolar lavage (Fig 3A), and as expected, neutrophils were rarely recoverable from uninfected mice in the presence or absence of Zcchc6 (Fig 3B). Since macrophages also reside in the pleural space, we lavaged the pleural cavity in which we found no differences in macrophage numbers between genotypes (Fig 3C).

**Fig 3:**
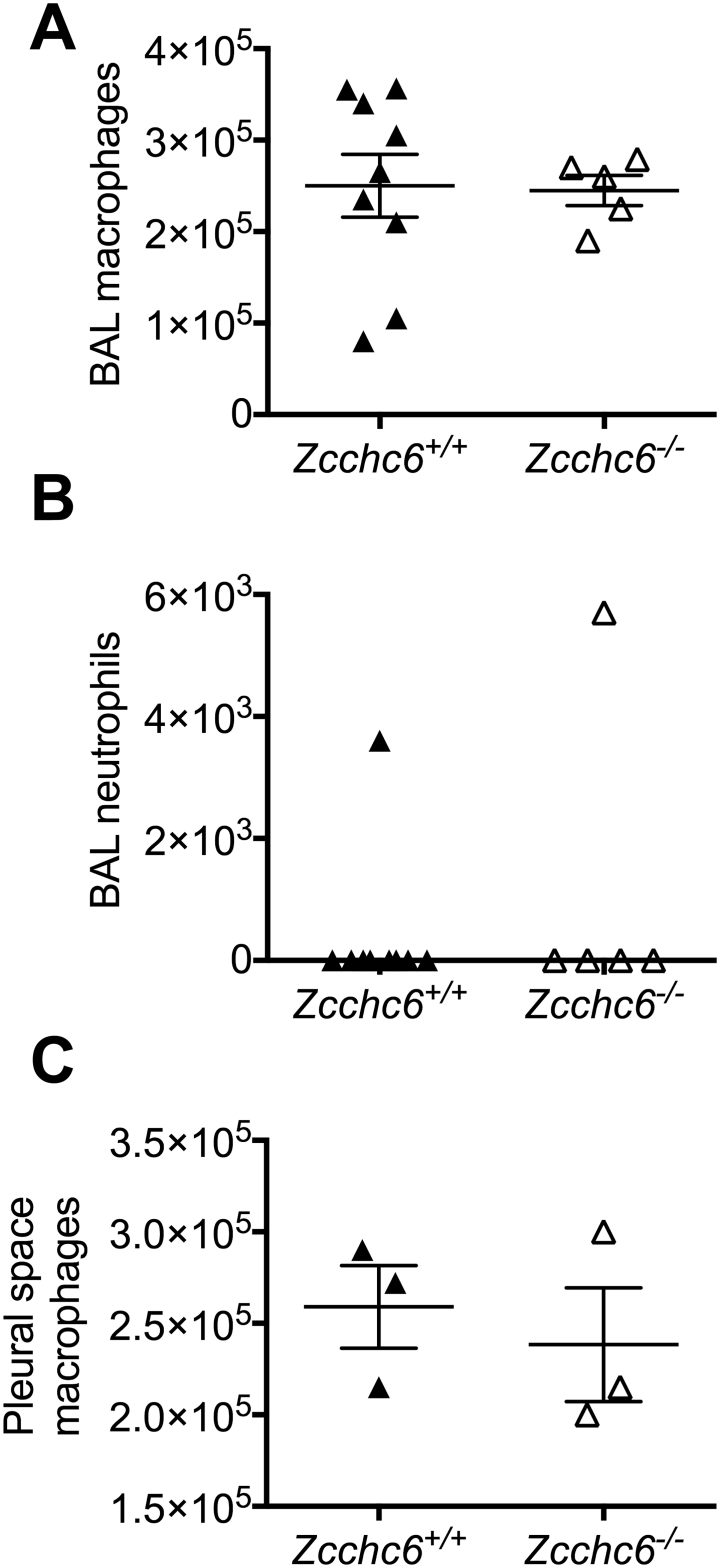
Homeostatic macrophage cell numbers are unchanged in Zcchc6-deficient mice under basal conditions. (A) Total alveolar macrophages and (B) airspace neutrophils were isolated by bronchoalveolar lavage and quantified by hemocytometer and cellular differential analysis by Diffquick staining. (C) Pleural macrophages were collected by lavage and quantified by hemocytometer. Data were determined to be statistically non-significant by Student’s t-test.

Without evidence of a biological phenotype under basal conditions, we sought to determine whether loss of Zcchc6 would yield a molecular phenotype. To assess the role of Zcchc6 in the regulation of gene expression, we profiled BAL accessible macrophages by microarray. 

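The expression data cover alveolar macrophages, the resident phagocytes of the airspaces, recovered by bronchoalveolar lavage under basal conditions, with 3 arrays of Zcchc6+/+ and 3 arrays of Zcchc6-/- macrophages. The paper's text names no sorting step after the lavage. The authors hybridized total RNA to Affymetrix Mouse Gene ST arrays and made the deposited log2 values with the Robust Multiarray Average (RMA) in affy 1.36.1, using an Entrez Gene-specific probe set mapping (Brainarray 17.0.0). RMA subtracts background, brings all arrays to a shared distribution of intensities and combines the probes of a gene into 1 log2 value. A shift shared by most genes of an array is removed by these steps, and the change of a gene whose signal lies near the floor is understated. The table holds 25206 genes, of which 23740 have a current symbol, with values from 0.35 to 13.07 and a median of 4.40. The medians of the 6 arrays lay between 4.36 and 4.45, and pairs of arrays correlated at 0.979 to 0.993 across genes, which are not independent replicates. Zcchc6-/- replicate 1 stood furthest from the rest, with a mean correlation of 0.982 with the other 5 arrays, against 0.987 to 0.990 for each of those. The interquartile range of its relative log expression was 0.273, against 0.155 to 0.227 in the others. Xist, the RNA that coats the inactive X chromosome of females, was at 3.78 in Zcchc6+/+ replicate 1 and at 3.27 in Zcchc6-/- replicate 2, and at 10.04 to 10.73 in the other 4 arrays. The Y-linked RNA helicase gene Ddx3y ran the other way, at 6.59 and 6.87 in those arrays and at 2.28 to 2.96 in the rest. The paper used mice of both sexes, and the sample labels give no sex. Genes were compared between genotypes with limma, the package the paper names, with Benjamini-Hochberg adjustment over all genes and no filter. Gene lists were fixed before the deposited values were examined. Those of mitosis, DNA replication and DNA repair were written after reading Table 1, which reports enrichment in these same arrays. The lists were tested with camera, which compares the genes of a list with all other genes and takes a preset correlation of 0.01 between genes. The labels number the replicates without saying that they are separate mice, so the p-values measure only the spread between these samples, which may be technical in part. Exact permutation tests of 3 arrays against 3 cannot give a p under 0.1, and the number of arrays limits the precision.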

Total RNA was prepared from alveolar macrophages isolated from *Zcchc6*^*+/+*^ and *Zcchc6*^*-/-*^ mice. Global mRNA expression was determined using Affymetrix Mouse Gene 2.0 ST microarrays. 

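Zcchc6 mRNA (Entrez Gene 214290), the transcript targeted in these mice, was lower in every Zcchc6-/- array than in every Zcchc6+/+ array. Its log2 expression was 8.71 ± 0.06 (SD, n = 3) in Zcchc6+/+ and 8.01 ± 0.28 (SD, n = 3) in Zcchc6-/- macrophages, or 61.6% of the wildtype signal. The log2 fold change was -0.70 (standard error 0.15, adjusted p = 0.774 from limma). The arrays read 8.72, 8.77 and 8.65 in Zcchc6+/+ and 8.22, 7.69 and 8.13 in Zcchc6-/-. The gene has 1 value per array, and the positions of its probes are not used here. A probe outside the deleted exons 16 and 17 would check nothing about the deletion itself, only the level of any transcript that remains. By qRT-PCR the paper reports effective loss of Zcchc6 mRNA in whole lung (Fig 2B), and by immunoblot loss of the protein (Fig 2C). Zcchc11 (Entrez Gene 230594), the homologous uridyltransferase, was at 4.95 ± 0.16 (SD, n = 3) and 4.86 ± 0.56 (SD, n = 3), with a log2 fold change of -0.093 (standard error 0.26, adjusted p = 0.998 from limma). Without Zcchc6-/- replicate 1 its log2 fold change was -0.40, and without Zcchc6-/- replicate 2 it was 0.14. Lin28a, the RNA-binding protein that recruits both enzymes to let-7 precursors, had a log2 fold change of -0.23 (standard error 0.17, adjusted p = 0.997 from limma). The Lin28a log2 fold change was -0.077 without Zcchc6-/- replicate 1 and -0.42 without Zcchc6-/- replicate 3.

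Among genes with a signal above the median whose values did not overlap between genotypes, the smallest p-values on the higher side belonged to Apoe, the lipid carrier apolipoprotein E, with 8.08 ± 0.11 (SD, n = 3) in Zcchc6-/- against 7.04 ± 0.09 (SD, n = 3) in Zcchc6+/+ macrophages. This is 2.05-fold, a log2 fold change of 1.03 (standard error 0.11, adjusted p = 0.251 from limma). Raet1d, a ligand of the receptor NKG2D, and Ebi3, a cytokine subunit of IL-27, had log2 fold changes of 1.22 and 1.07 (adjusted p = 0.485 each). Fgl2, a secreted fibrinogen-like protein, the integrin gene Itgam (CD11b) and Stil, which acts in centriole duplication, had log2 fold changes of 0.63, 0.62 and 0.60. Rad54l, Nusap1, Cenpe and Ndc80, which act in DNA repair and mitosis, complete the 10 genes chosen on this side. On the lower side stood Plscr4, of the phospholipid scramblase family, with 4.61 ± 0.11 (SD, n = 3) against 5.63 ± 0.06 (SD, n = 3) and a log2 fold change of -1.01 (standard error 0.11, adjusted p = 0.251 from limma). Hr, a nuclear receptor corepressor, had a log2 fold change of -1.94 (standard error 0.24), and Ch25h, the enzyme that makes 25-hydroxycholesterol, had -1.55 (standard error 0.21), with an adjusted p of 0.485 each. Clec1b, a C-type lectin receptor, Mamdc2 and Car5b, a mitochondrial carbonic anhydrase, had log2 fold changes of -1.37, -1.33 and -1.42. Those of Cald1, an actin-binding protein, Atp2b4, a calcium pump of the plasma membrane, the phosphatase gene Ptprs and the p53 target Phlda3 were -1.01, -0.79, -0.76 and -0.69. The adjusted p of each of these 7 genes, and of Fgl2, Itgam and Stil, was 0.610 in limma.

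Over all 25206 genes, 0 had an adjusted p under 0.05 in limma and 0 had one under 0.25. At an unadjusted p under 0.05 there were 1268 genes, 630 higher and 638 lower in Zcchc6-/- macrophages, where 1260 would be expected by chance. With the median of each array centred, 734 were higher and 508 lower. The values of the genotypes did not overlap for 2567 genes, or 10.2% of them, where chance gives 10%. Without Zcchc6-/- replicate 1, 1 gene passed, the olfactory receptor gene Olfr43 (adjusted p = 0.0104 from limma), which is named here after its value was seen.

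**Figure D1:**
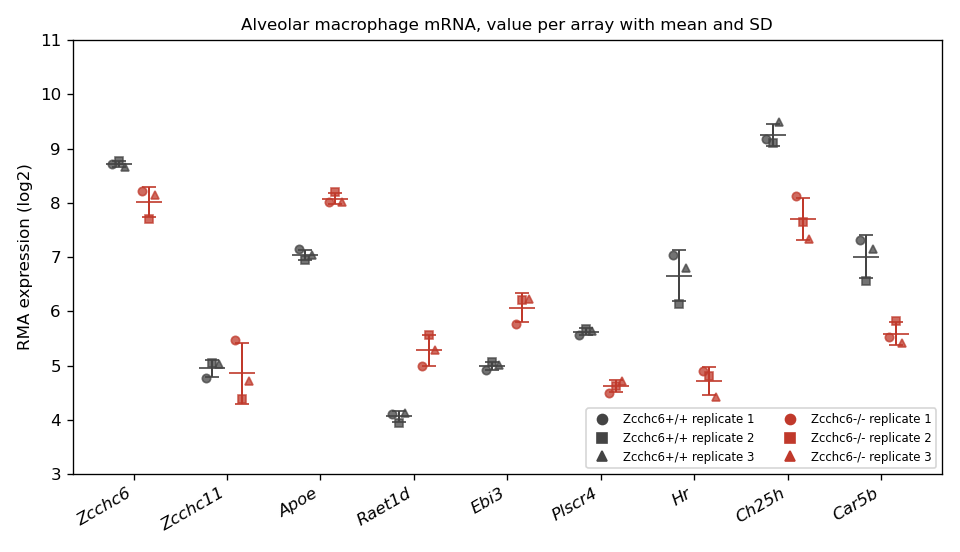
Log2 RMA expression of Zcchc6, Zcchc11 and 7 of the genes with the smallest p-values, in alveolar macrophages of Zcchc6+/+ (grey) and Zcchc6-/- (red) mice. Each point is 1 array, with its shape giving the replicate, and the bars give the mean and SD of 3 arrays. Zcchc6 lies at 8.65 to 8.77 in the Zcchc6+/+ arrays and at 7.69 to 8.22 in the Zcchc6-/- arrays, and the Zcchc11 values of the genotypes overlap. Levels of different genes come from different probes and are not comparable.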

To our surprise, we discovered that not a single mRNA was differentially expressed between genotypes to a statistically significant degree (FDR q < 0.05, GSE98222). Gene set enrichment analysis demonstrated an increase in GO Biological processes primarily associated with cell cycle regulation and DNA replication (Table 1) Collectively, these data suggest that that Zcchc6 is dispensable for the development and maintenance of the lung macrophage population, as well as basal transcriptional state.

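Of 55 genes of mitosis and chromosome segregation, 54 had a higher mean in Zcchc6-/- macrophages, with a median log2 fold change of 0.41. None passed over all genes tested, and 35 were higher and 0 lower when adjusted over the list alone. Among them were Nusap1, which binds spindle microtubules, with a log2 fold change of 0.65 (standard error 0.11), and the kinetochore genes Cenpe and Ndc80 with 0.57 and 0.64. Kif11, the motor that separates the spindle poles, had 0.57 (adjusted p = 0.610 over all genes for each of the 4, from limma). The mean of the list over the Zcchc6+/+ mean was 0.38, 0.39 and 0.46 in the Zcchc6-/- arrays and -0.13, 0.02 and 0.11 in the Zcchc6+/+ arrays (exact two-sided permutation test, p = 0.1, the smallest p possible). The count of 35 was 0 without Zcchc6+/+ replicate 1, 23 without Zcchc6+/+ replicate 2, 7 without Zcchc6-/- replicate 3 and between 28 and 34 without any other array.

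All 44 genes of DNA replication and S phase had a higher mean in Zcchc6-/- macrophages, with a median log2 fold change of 0.28. None passed over all genes, and 6 were higher when adjusted over the list alone. The polymerase gene Pole had a log2 fold change of 0.51, the maintenance methylation factor Uhrf1 0.49, the replication licensing factor Cdc6 0.57 and the transcription factor E2f8 0.56 (adjusted p = 0.719, 0.719, 0.774 and 0.774 from limma). Of 46 genes of DNA repair and the damage response, 36 had a higher mean, with a median log2 fold change of 0.15, and 4 were higher when adjusted over the list alone and 0 over all genes. These included the homologous recombination genes Rad54l with 0.73, Brca1 with 0.56 and Brca2 with 0.47 (adjusted p = 0.610, 0.681 and 0.750 from limma), while Brip1, a helicase that binds Brca1, had 0.57 (adjusted p = 0.813). The replication count was 0 without Zcchc6+/+ replicate 1, Zcchc6+/+ replicate 2 or Zcchc6-/- replicate 3, and 19 without Zcchc6-/- replicate 1. The repair count was 0 without Zcchc6+/+ replicate 1, Zcchc6+/+ replicate 2, Zcchc6-/- replicate 1 or Zcchc6-/- replicate 3, and 2 without Zcchc6+/+ replicate 3, where the median of that list was 0.24.

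Camera called the mitosis, replication and repair lists higher (adjusted p = 4.96e-44, 4.71e-25 and 7.82e-09). These calls did not hold when the correlation between genes was estimated from the arrays: the mitosis and replication lists had an adjusted p = 0.209 with an estimated correlation, and the repair list an adjusted p = 0.424 with an estimated correlation. With fry, which asks whether a list moves on balance in 1 direction, the adjusted p-values were 0.0870, 0.0870 and 0.186. The mixed form of fry, which ignores direction, gave adjusted p-values of 0.00930, 0.0124 and 0.00837. It gave 0.00837 for the lists of let-7 targets and of lipid uptake, storage and efflux as well, and 0.0328 for alveolar macrophage identity. Low values of this test are thus not particular to cell cycle and DNA genes, and it says nothing about which way a list moves. The lists were written by hand after Table 1 was read, so they are not independent evidence of the direction. Zcchc6-/- replicate 1 also carried T cell markers, with a list mean of 2.36 over the Zcchc6+/+ mean. Without that array the medians of the mitosis, replication and repair lists were 0.44, 0.36 and 0.14.

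**Figure D2:**
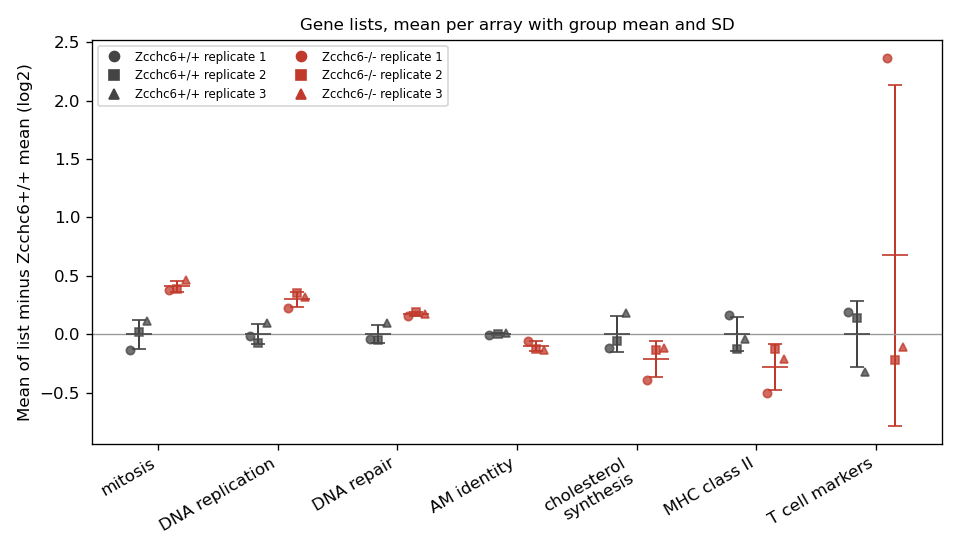
Mean log2 expression of 7 gene lists in each array, minus the mean of the Zcchc6+/+ arrays, for Zcchc6+/+ (grey) and Zcchc6-/- (red) macrophages. Points are arrays, with their shape giving the replicate, and the bars give the mean and SD of 3 arrays. The mitosis list lies at 0.38 to 0.46 in the Zcchc6-/- arrays, and the T cell markers lie at 2.36 in Zcchc6-/- replicate 1 alone.

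With no single mRNA past the threshold, enrichment mainly of cell cycle and DNA replication processes, and unchanged macrophage numbers (Fig 3), the paper proposes that Zcchc6 is dispensable for the development and maintenance of lung macrophages and for their basal transcriptional state.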

**Table 1:** Top 20 GO Biological process terms.

Gene Set Name	Gene Set Size	Normalized Enrichment Score (NES)	FDR q value
CELL_CYCLE_PROCESS	185	2.96	***0*.*00***
M_PHASE	109	2.85	***0*.*00***
MITOTIC_CELL_CYCLE	145	2.85	***0*.*00***
CELL_CYCLE_PHASE	162	2.82	***0*.*00***
MITOSIS	79	2.78	***0*.*00***
M_PHASE_OF_MITOTIC_CELL_CYCLE	82	2.77	***0*.*00***
CELL_CYCLE_GO_0007049	299	2.61	***0*.*00***
DNA_REPAIR	120	2.52	***0*.*00***
CHROMOSOME_ORGANIZATION_AND_BIOGENESIS	116	2.48	***0*.*00***
DNA_REPLICATION	97	2.46	***0*.*00***
CHROMOSOME_SEGREGATION	30	2.45	***0*.*00***
DNA_METABOLIC_PROCESS	245	2.43	***0*.*00***
DNA_DEPENDENT_DNA_REPLICATION	53	2.41	***0*.*00***
RESPONSE_TO_DNA_DAMAGE_STIMULUS	154	2.41	***0*.*00***
SISTER_CHROMATID_SEGREGATION	16	2.35	***0*.*00***
MICROTUBULE_CYTOSKELETON_ORGANIZATION_AND_BIOGENESIS	35	2.34	***0*.*00***
CELL_CYCLE_CHECKPOINT_GO_0000075	46	2.29	***1*.*29E-05***
MITOTIC_SISTER_CHROMATID_SEGREGATION	15	2.29	***1*.*27E-05***
RESPONSE_TO_ENDOGENOUS_STIMULUS	189	2.27	***1*.*24E-05***
INTERPHASE_OF_MITOTIC_CELL_CYCLE	58	2.26	***1*.*17E-05***

### Maximal innate immune responses in macrophages require Zcchc6 during pneumonia

Given no observable biological or molecular phenotype of Zcchc6-deficient mice under basal conditions, we next sought to determine the influence of Zcchc6 in a setting of physiological duress, bacterial pneumonia. Host defense against bacterial lung infections is coordinated amongst macrophages and multiple other cell types [43, 44]. We intratracheally infected littermate *Zcchc6*^*+/+*^ and *Zcchc6*^*-/-*^ mice with *S*. *pneumoniae* serotype 19 (Sp19). Early host immune cell recruitment was assessed after 4 hours of infection due to the potential impact on bacterial growth over 30 hours of infection. We observed that mice deficient in Zcchc6 exhibited increased total cells recovered from the airspaces by lavage early during infection (Fig 4A). Macrophage numbers were not significantly altered (Fig 4B), however there was a significant increase in emigrated neutrophils (Fig 4C) at 4 hours after infection. Despite this difference in early neutrophil recruitment, bacterial burdens were equivalent in *Zcchc6*^*+/+*^ and *Zcchc6*^*-/-*^ mice (Fig 4D) at 30 hours after infection. To assess the potential impact of Zcchc6-deficiency on host defense, we investigated a second model of acute bacterial pneumonia. We intratracheally infected littermate *Zcchc6*^*+/+*^ and *Zcchc6*^*-/-*^ mice with the Gram-negative pathogen *E*. *coli*. After 24 hours of infection, total cell counts and BAL differentials were unchanged (S1 Fig). In addition, bacterial burdens in both the lung and circulation were equivalent in *Zcchc6*^*+/+*^ and *Zcchc6*^*-/-*^ mice (S1 Fig). Taken together with the Sp19 results, these data provide additional evidence that Zcchc6-deficiency is not sufficient to alter host defense during acute bacterial pneumonia.

**Fig 4:**
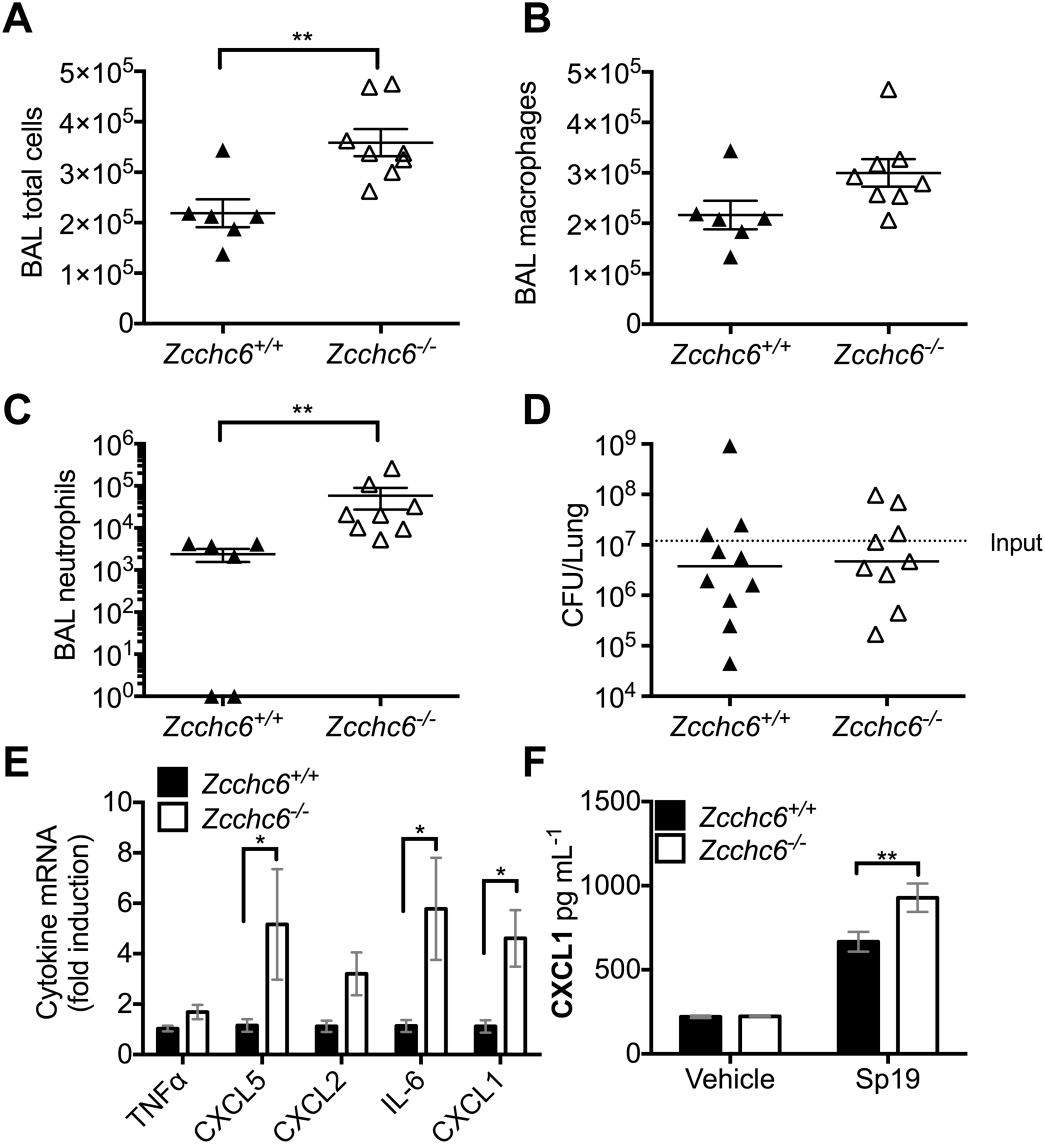
Zcchc6 minimally directs neutrophil emigration during pneumococcal pneumonia. (A) Total BAL cell counts (B) alveolar macrophage numbers and (C) neutrophil emigration were assessed by bronchoalveolar lavage from *Zcchc6*^*+/+*^ or *Zcchc6*^*-/-*^ mice infected with of Sp19 i.t. for 4 hours. **p<0.01 by Student’s t-test. (D) Bacterial lung burdens were determined from *Zcchc6*^*+/+*^ or *Zcchc6*^*-/-*^ mice 30 hours post intratracheal instillation of Sp19. (E) Cytokine mRNA expression was measured by qRT-PCR on total lung left lobe RNA isolated from Sp19-infected *Zcchc6*^*+/+*^ and *Zcchc6*^*-/-*^ mice at 4 hours post infection. Data are normalized to 18S rRNA levels and expressed as fold induction over *Zcchc6*^*+/+*^. n = 6,8; *p<0.05 by Student’s t-test. (F) CXCL1 protein levels were measured by ELISA in supernatants collected from cultured BMDMs (n = 4,3) stimulated with 1 x 10^6^ CFU/mL Sp19.

To investigate potential signals upstream of enhanced neutrophil recruitment we analyzed three major murine neutrophil chemokines (CXCL1, CXCL2, and CXCL5), as well as TNF and IL-6 by qRT-PCR. Significantly enhanced induction of CXCL5, IL-6 and CXCL1 was observed in *Zcchc6*^*-/-*^ mice with similar trends in the other targets analyzed (Fig 4E). To further test whether Zcchc6 expression regulates macrophage-specific gene expression during bacterial stimulation we isolated BMDMs from *Zcchc6*^*+/+*^ or *Zcchc6*^*-/-*^ mice and exposed them directly to Sp19. Consistent with our *in vivo* findings, *S*. *pneumoniae*-induced CXCL1 protein expression was increased in the absence of Zcchc6 (Fig 4F). Collectively, these results indicate that Zcchc6 regulates macrophage innate immune responses; although, its impact on macrophage-dependent immunity was insufficient to yield differences in antibacterial defense within the current experimental circumstances.

## Discussion

Zcchc6 and Zcchc11 TUTs have been reported to regulate miRNA maturation in embryonic stem cells and cancer cell lines by oligo-uridylating let-7 family member precursor miRNAs in conjunction with Lin28a [14, 15, 21, 45, 46]. In the absence of Lin28a, both TUTs were shown to mono-uridylate group II miRNAs resulting in enhanced Dicer processing and increased mature levels of the cognate miRNA [22]. Regardless of whether Lin28 is present or absent, Zcchc6 and Zcchc11 were shown to play a key role in the post-transcriptional maturation of mature miRNA [47]. All of these results, however, were obtained from cell culture systems, and our results from mice deficient in Zcchc6 suggest that any contributions of Zcchc6 alone to embryonic stem cell biology are not essential for development. As suggested previously [48], modest or absent phenotypes due to loss of a single TUT, Zcchc6, may be due in part to overlapping and functionally compensatory roles of these TUTs *in vivo*. Future studies will be required to investigate whether double knockout models of Zcchc6 and Zcchc11 exhibit more pronounced phenotypes *in vivo*.

While previous studies indicate a role for Zcchc6, and other TUTs, in undifferentiated cells and tissues, we observed a widespread expression of Zcchc6 protein in all adult somatic tissues examined. Given potential compensatory regulation between TUTs [24, 49], we compared Zcchc6 to Zcchc11 and asked whether there were any tissues where Zcchc6 was selectively enriched over Zcchc11. In the liver and in the lungs, Zcchc6 mRNA was significantly elevated over Zcchc11 mRNA. Zcchc6 was expressed in myeloid cells in humans and mice and was induced upon the transition from monocyte to macrophage-like cells. The spatially and temporally distinct expression patterns of Zcchc6 and Zcchc11 identify select instances where overlapping roles are unlikely. The observation that Zcchc6 was increased with macrophage differentiation was unanticipated, since both Zcchc6 and Zcchc11 often mark less differentiated cells [24] and since Zcchc11 is not observed in any myeloid cells ([19] as well as data not shown). Despite its prominent expression, and the enrichment of proliferative genes, Zcchc6 deficiency did not affect alveolar macrophage numbers or transcriptional profiles under basal conditions, demonstrating this enzyme to be dispensable for macrophage differentiation.

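Most marker genes of alveolar macrophage identity had a slightly lower mean in Zcchc6-/- macrophages, 25 of the 32 measured, with a median log2 fold change of -0.071 and a mean of -0.10. None passed over all genes or when adjusted over the list alone. The scavenger receptor gene Marco had a log2 fold change of 0.43 (standard error 0.11, adjusted p = 0.813 from limma). The fatty acid carrier gene Fabp4 had -1.17 (standard error 0.30, adjusted p = 0.838), the keratin gene Krt79 -0.47 (adjusted p = 0.942) and the integrin gene Itgax (CD11c) -0.24 (adjusted p = 0.981). Camera called the list lower (adjusted p = 0.0121), but it had an adjusted p = 0.544 with an estimated correlation and an adjusted p of 0.234 without Zcchc6-/- replicate 3. The call was also lost with a second quantile normalization (adjusted p = 0.206) and with pre-ranked enrichment (adjusted p = 0.0725), and without Zcchc6-/- replicate 1 the median was -0.12.

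Genes of MHC class II presentation and co-stimulation had a median log2 fold change of -0.31, and 10 of 13 had a lower mean in Zcchc6-/- macrophages. None passed over all genes, and 1 was lower when adjusted over the list alone, H2-Eb1, a class II beta chain, with a log2 fold change of -0.81 (standard error 0.17, adjusted p = 0.750 over all genes from limma). The beta chain gene H2-Ab1 had -1.03, the invariant chain gene Cd74 -0.74 and H2-DMa, which helps to load peptides, -0.31. Without Zcchc6+/+ replicate 1 the H2-Ab1 log2 fold change was -0.68 and the Cd74 log2 fold change -0.49. Camera called the list lower (adjusted p = 0.0121), with an adjusted p = 0.553 with an estimated correlation. The mean of the list was -0.50, -0.13 and -0.21 in the Zcchc6-/- arrays and 0.16, -0.12 and -0.04 in the Zcchc6+/+ arrays, each over the Zcchc6+/+ mean. Without Zcchc6-/- replicate 1, the array with the T cell markers, its median was -0.21 with an adjusted p of 0.188, and with unmoderated variances the adjusted p was 0.0688. H2-Eb1 no longer passed within the list without Zcchc6+/+ replicate 1 or 2, and 6 genes were lower and 1 higher there without Zcchc6-/- replicate 2.

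Among markers of other cell types, those of T cells had a median log2 fold change of 0.75, and all 19 had a higher mean in Zcchc6-/- samples. They included the receptor genes Il7r, Cd28 and Cd6 with 0.75, 0.87 and 0.64, of which Il7r alone had no overlap between the genotypes, and 0 passed over all genes or when adjusted over the list alone. Camera called the list higher (adjusted p = 2.54e-04), with an adjusted p = 0.772 with an estimated correlation. Most of the signal lay in Zcchc6-/- replicate 1, since the list means of the other Zcchc6-/- arrays were -0.23 and -0.11 and the median without that array was -0.11. Without it the Il7r log2 fold change was 0.49, the Cd28 log2 fold change -0.0089 and the Cd6 log2 fold change 0.11. The median of the list was 1.26 without Zcchc6-/- replicate 2 and 1.17 without Zcchc6-/- replicate 3, and the call was lost with array weights (0.24, adjusted p = 0.191) and with unmoderated variances (adjusted p = 0.0647). Camera did not call the markers of neutrophils (median log2 fold change 0.036, adjusted p = 0.314), monocytes and interstitial macrophages (0.038, adjusted p = 0.921), B cells (-0.060, adjusted p = 0.599), NK cells (-0.053, adjusted p = 0.921) or dendritic cells (0.046, adjusted p = 0.921). It also did not call those of the alveolar epithelium (0.066, adjusted p = 0.599), the airway epithelium (0.42, adjusted p = 0.0927), the endothelium (-0.051, adjusted p = 0.665), fibroblasts and smooth muscle (-0.14, adjusted p = 0.142), erythroid cells and platelets (-0.039, adjusted p = 0.599), or eosinophils, mast cells and basophils (0.021, adjusted p = 0.599). In each of these lists 0 genes passed over all genes, and Lcn2 of the neutrophil list was the only member to pass when adjusted over the list alone. Airway epithelial markers were called higher without Zcchc6+/+ replicate 2 (median 0.69, adjusted p = 0.00226) or Zcchc6-/- replicate 3 (0.71, adjusted p = 3.27e-04), while their median was 0.12 without Zcchc6+/+ replicate 1 and 0.080 without Zcchc6-/- replicate 2. Camera called the alveolar epithelial markers higher without Zcchc6+/+ replicate 2 (0.14, adjusted p = 0.0177), and their median was -0.049 without Zcchc6+/+ replicate 1. The medians of the neutrophil (-0.033 to 0.11), monocyte (-0.021 to 0.060), B cell (-0.10 to 0.0063), NK cell (-0.17 to 0.13), dendritic cell (-0.069 to 0.10), endothelial (-0.14 to 0.029), erythroid (-0.17 to 0.0038) and eosinophil (-0.036 to 0.058) lists turned with 1 array or another left out, and that of the fibroblast list ranged from -0.25 to -0.021. Within the neutrophil list 3 genes were higher without Zcchc6-/- replicate 1, and 0 without Zcchc6+/+ replicate 1 or 3 or Zcchc6-/- replicate 2 or 3. Leaving out Zcchc6+/+ replicate 1 also left 1 neutrophil marker lower within that list. Without Zcchc6-/- replicate 1, 1 monocyte marker was lower within its list, and without Zcchc6-/- replicate 3, 1 erythroid marker. The means of the dendritic cell and eosinophil lists, -0.0024 and -0.046, had the opposite sign to their medians.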

Recent studies have shown that during stress responses there are dramatic changes in gene expression that occur independently of transcriptional control mechanisms [50, 51]. 

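At baseline, none of the cytokine genes that the paper measured during infection passed between the genotypes on the arrays. The paper measured these mRNAs in whole left lobe RNA, and CXCL1 protein in cultures of bone marrow macrophages. Cells and measure therefore differ from the arrays, as well as infection. Il6 had a log2 fold change of 0.023 (standard error 0.12), the neutrophil chemokine genes Cxcl1, Cxcl2 and Cxcl5 had -0.074 (standard error 0.19), -0.066 (standard error 0.45) and -0.064 (standard error 0.15), and Tnf had 0.15 (standard error 0.24). Their adjusted p was 0.998 or 0.999 in limma, and the direction of each of the 5 turned when 1 array or another was left out. Il6 was at 1.66 ± 0.17 (SD, n = 3) in Zcchc6+/+ and 1.68 ± 0.092 (SD, n = 3) in Zcchc6-/- macrophages, near the floor of the arrays, where a change is understated. Cxcl1, Cxcl2, Cxcl5 and Il10 had Zcchc6+/+ means of 4.14, 4.12, 3.09 and 2.05, below the median signal of 4.40, so the same limit may hold for them. Tnf was well above it, at 8.20. Of 38 genes of inflammatory cytokines and chemokines, 16 had a higher mean in Zcchc6-/- macrophages, the median log2 fold change was -0.027, and 0 passed over all genes or when adjusted over the list alone (camera, adjusted p = 0.635). The smallest p-values in that list belonged to the chemokine gene Cxcl3 with -1.02 (standard error 0.39), Il1b with 0.32, Il10 with -0.26 and the nitric oxide synthase gene Nos2 with 0.24 (adjusted p = 0.981, 0.997, 0.997 and 0.997 from limma). The Cxcl3 log2 fold change was -0.56 without Zcchc6+/+ replicate 1, and the Il10 log2 fold change -0.15 without Zcchc6-/- replicate 2.

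Receptors and signalling proteins that sense bacteria were likewise not called. Of 40 genes of Toll-like receptor and NF-kB signalling, 11 had a higher mean, the median log2 fold change was -0.048, and 0 passed over all genes or when adjusted over the list alone (camera, adjusted p = 0.599). The flagellin receptor gene Tlr5 had a log2 fold change of 0.38 (standard error 0.13, adjusted p = 0.951), and Ly96, the partner of Tlr4 in sensing lipopolysaccharide, had -0.43 (standard error 0.29, adjusted p = 0.997). The Ly96 log2 fold change was -0.11 without Zcchc6-/- replicate 1 and -0.67 without Zcchc6-/- replicate 2. Of 33 interferon-stimulated genes, 13 had a higher mean, the median was -0.044, and 0 passed over all genes or when adjusted over the list alone (camera, adjusted p = 0.629). Without Zcchc6-/- replicate 2, 2 genes of that list were lower within it. With 1 array left out the medians ranged from -0.054 to 0.0048 for the cytokines, -0.059 to -0.0019 for Toll-like receptor signalling and -0.054 to 0.0048 for the interferon-stimulated genes. The GTPase gene Gbp2 had -0.42 (standard error 0.12, adjusted p = 0.876) and Usp18, which removes the ubiquitin-like Isg15 from proteins, had 0.47 (standard error 0.16, adjusted p = 0.951). The Usp18 log2 fold change was 0.30 without Zcchc6-/- replicate 1.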

Given previous reports demonstrating TUT-dependent roles in post-transcriptional gene regulation and that Zcchc6 does not impact transcriptomic changes under basal conditions, we sought to determine whether Zcchc6-deficiency exerts any influence on gene expression under infectious stress. In contrast to homeostatic conditions, we report an increase in cytokine expression during pneumonia in the Zcchc6-deficient mice compared to wildtype controls, particularly IL-6 and CXCL1. An apparent reduction of IL-6 by Zcchc6 was especially surprising given that Zcchc11 is essential to maximal induction of this cytokine [18]. We did not observe increased expression of Zcchc11 due to Zcchc6 deficiency, so a compensatory increase in Zcchc11-mediated IL-6 expression is unlikely to explain these results. Instead, these two TUTs may exert opposing roles in the modulation of IL-6 expression. The miRNAs that target cytokine transcripts can silence expression, which applies to the Zcchc11 target miR-26 [18]. Conversely, miRNAs have been reported to enhance cytokine expression [52, 53]. The mechanism by which Zcchc6 regulates IL-6 expression remains to be determined, but could involve miRNA uridylation as has been observed for Zcchc11 [18]. Elevated macrophage cytokine expression due to Zcchc6 deficiency was associated with accelerated neutrophil recruitment during pneumonia, but this did not impact bacterial burdens in the experimental conditions tested. Regardless, Zcchc6-dependent cytokine regulation may serve as an important determinant of inflammation, immunopathology, and/or pathogen clearance under circumstances yet to be investigated. To our knowledge, the regulation of macrophage cytokines is the very first functional role for Zcchc6 that has emerged from an animal model of Zcchc6 deficiency.

Accumulating evidence has shown that nontemplated 3′ RNA tailing, in particular uridylation, is more prevalent within mammalian transcriptomes than previously thought. It was previously shown that miRNA-directed cleavage of mRNA products were uridylated [54]. Additionally, histone mRNAs were demonstrated to be uridylated and subsequently degraded at the end of the cell cycle S phase [55–58]. Recently, the development of a TAIL-Seq method provided a more comprehensive glimpse at the genome-wide assessment of mRNA 3′ tail uridylation in mammalian cells [25, 59]. The majority of mRNAs in NIH3T3 and HeLa cells are terminally uridylated and surprisingly, these uridylation signatures were detected predominantly on short polyadenylate tails [25, 59]. These results further supported the notion that mRNAs designated for and in the process of decay are flagged by 3′ terminal uridylation. In the context of infection and inflammation, host innate responses result in a dramatic upregulation of a diverse set of inflammatory mediator mRNAs. Most cytokine and chemokine transcripts are extremely labile and contain a multitude of AU-rich elements within their 3′ UTRs which could have a profound impact on the temporal order of inflammatory gene expression [60]. It is conceivable that Zcchc6-mediated addition of uridines could serve as another post-transcriptional regulatory step to prevent excessive inflammation. If so, variations in these pathways, such as by genetic or environmental alterations of Zcchc6 expression or activity, could influence susceptibility to diverse inflammatory disorders such as colitis, arthritis, and more. Future studies are required to delineate how Zcchc6 may regulate cytokine expression by macrophages in diverse inflammatory settings.

We are just beginning to understand the complex role(s) of TUT family members and their function in gene regulation and physiology in integrated animal systems. In this study we present the first mouse model of Zcchc6 deficiency. Zcchc6 does not impact development or survival through young adulthood. Notably, Zcchc6 expression is increased during the transition from monocytes to macrophage-like cells, where it contributes to cytokine regulation in response to acute stimulation. These results were observed during a model of bacterial pneumonia, and very well may be relevant to other infectious or inflammation-based disorders as well. Future studies are needed to determine if other immune-related phenotypes result from loss of Zcchc6-dependent activities. In addition, future studies based on dual deficiency of both Zcchc6 and Zcchc11 are critical to determine whether embryonic development or other integrated biological systems in living animals specifically requires TUT-dependent biology.

## Supporting information

S1 Fig Zcchc6 deficiency does not impact the host response to Gram-negative pneumonia. (A) Total BAL cell counts (B) airspace cell differentials (C) blood CFU and (D) lung CFU were assessed in *Zcchc6*^*+/+*^ or *Zcchc6*^*-/-*^ mice infected with of 2 x 10^6^ CFU *E*. *coli* i.t. for 24 hours. Data were determined to be statistically- non significant by Student’s t-test (A and B) or Mann Whitney test (C and D).
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

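The measurements are gene expression values of alveolar macrophages recovered by bronchoalveolar lavage from Zcchc6+/+ and Zcchc6-/- mice, with 3 arrays per genotype. The authors scanned Affymetrix Mouse Gene ST arrays and deposited 1 table of log2 values per gene and array, which is the only file used here. They made it with RMA in affy 1.36.1 (Bioconductor 2.11, R 2.15.1) and Brainarray Entrez Gene mapping 17.0.0, and tested it with limma 3.14.4. RMA corrects each array for background, normalizes all arrays to 1 distribution and fits 1 value per gene over its probes, so the values hold no probe-level detail and no detection call. The genome build behind the mapping is not given in the sources used here, and no coordinates are reported.

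The identifiers are Entrez Gene numbers. They were named through the platform annotation and updated with a RefSeq gene table of the assembly GRCm38.p6, which was used only for names and for which genes neighbour each other. A symbol was found for 23740 of the 25206 genes, and 1466 were tested without a name. Samples were grouped by the genotype and replicate in their labels. The largest share of identical values between any pair of arrays was 0.298%, so no array was counted as a copy of another.

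Every gene was compared between genotypes, Zcchc6-/- minus Zcchc6+/+, in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, no covariates and no filter), with 4 residual and 3.47 prior degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over all 25206 genes. The genes named in the text are those the paper names, the 10 higher and 10 lower genes with the smallest p among named genes above the median signal whose genotypes do not overlap, members among the 4 with the smallest p of each list described, and the sex-linked and strain-background genes. The rule leaves out gene models without an established symbol. Exceptions to the rule are Olfr43, named after its value was seen, and a panel picked by hand. That panel holds Ptprc and the T cell lineage genes whose values are given for Zcchc6-/- replicate 1. There were 34 gene lists, written by hand with 819 members, of which 782 were measured. They cover cell division, DNA replication and repair, histones, RNA uridylation and decay, microRNA processing, let-7 targets, innate immune signalling, macrophage metabolism and identity, markers of other cell types, sex-linked genes and strain-background genes. A further set held the 224 measured genes within 10 Mb of Zcchc6. Of the 42 listed replication-dependent histone genes, 25 were matched, and their values are uncertain, since the genes are near-identical copies and how far the probes tell them apart was not examined. The strain-background list had 2 measured members and was not tested, since at least 5 were required, which left 34 tests. Nnt and Wdfy1, its measured members, had log2 fold changes of 0.34 and 0.077 (adjusted p = 0.981 and 0.998 from limma).

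Lists were tested with camera at a preset correlation of 0.01, and p-values were adjusted over the 34 tests, of which 7 passed 0.05, 4 higher and 3 lower. The same lists were tested with an estimated correlation, with fry and with pre-ranked enrichment (fgsea 1.28.0, 10000 permutations). Other alternatives were a filter on genes below the median, trended and robust variances, array weights, unmoderated variances, a second quantile normalization, centring of the array medians, a replicate block, leaving out each array, leaving out chromosomes X and Y, and a looser threshold of 0.25. The level of Xist as a covariate, and 2 lists of immature and mature T cell markers, were added after the values were seen. The procedure was tested on simulated data for this comparison, with 25206 genes of which 200 were changed. It recovered 84% of those changed by 1 and 100% of those changed by 2 on the log2 scale, with 16 false calls and 0 errors of sign. With no simulated change it made 0 calls, with 1239 genes at an unadjusted p under 0.05. A planted list of 50 genes shifted by 0.4 was called by camera (adjusted p = 1.58e-33). Its adjusted p was 0.00349 from camera with an estimated correlation and 6.04e-04 from fry. Of 30 random lists, camera called 0. The noise was drawn independently for each gene, whereas the measured mitosis and T cell lists had estimated correlations of 0.29 and 0.82. The simulation therefore cannot show how often these list tests err when genes vary together. Its noise also took variances that limma had already moderated, with no array standing apart, so the shares recovered may not hold for the measured arrays. In those, Apoe with a log2 fold change of 1.03 and Hr with -1.94 did not pass (adjusted p = 0.251 and 0.485 from limma). A count of 0 genes therefore does not exclude changes of this size.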

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

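The counts over other splits for the unadjusted p and for the lists called, camera with an estimated correlation and leaving out each array were planned, and the other tests here, and the use of a left-out array to weigh an explanation, were chosen only after the result was seen.

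T cell markers had a median log2 fold change of 0.75, lie outside the processes of Table 1, and were high in Zcchc6-/- replicate 1 alone, where Cd3e, Cd4 and Cd8a were 3.39, 4.17 and 3.56 above the wildtype mean while the leukocyte gene Ptprc was 0.037 above it. Mature peripheral T cells alone are argued against by 18 immature thymocyte markers, whose mean was 3.01 above the wildtype mean in that array, with Rag1, Rag2 and Dntt, which rearrange receptor genes in immature T cells, at 4.42, 3.65 and 4.04. Thymic tissue or immature T cells may be the source, since that mean exceeded the mean of 12 mature markers (S1pr1 0.17, Ccr7 0.30 and Foxp3 0.18 above wildtype) by 2.66, but the pre-T receptor gene Ptcra was only 0.44 above. This stays open, because both lists were written after the array was seen to stand apart and share 5 and 1 members with the T cell list, and 7 of the 18 and 5 of the 12 lie above the median signal in wildtype macrophages too. No biological explanation was tested, as the signal is in 1 of 3 Zcchc6-/- arrays, and the paper's text names no sorting step that would remove such cells.

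The list means of mitosis and DNA replication genes were higher in all 3 Zcchc6-/- arrays, with an adjusted p = 0.209 with an estimated correlation for both lists. T cell lineage RNA in Zcchc6-/- replicate 1 as the whole cause is argued against by the median of the mitosis list without that array, 0.44. Cells of another listed type in the Zcchc6-/- lavages cannot be told apart from a change in the macrophages. The highest median among 12 marker lists without that array was 0.33, for the airway epithelium, below that of the mitosis list but above 0. The airway mean lay below wildtype (-0.20) in Zcchc6-/- replicate 3. With all arrays and only genes above the median signal, neutrophil and airway medians were 0.70 and 0.55, above the mitosis median of 0.41. That neutrophil median is the value of Lcn2, and over all 15 neutrophil markers the median was 0.036. In its cell counts the paper reports that neutrophils were rarely recovered from uninfected mice of either genotype (Fig 3B). A first bound against this explanation, every list below the mitosis list, was met without Zcchc6-/- replicate 1. After the values were seen it was replaced by every list at or below 0. A larger share of cycling macrophages in Zcchc6-/- mice is a hypothesis that, like a difference in age between the mice, stays open and untested. With the Xist level as a covariate the mitosis median was again 0.41. Mean Xist was nearly equal, 8.08 in Zcchc6+/+ and 8.10 in Zcchc6-/-, so this covariate could hardly move the median and decides nothing. The 10 splits of the arrays into 3 and 3 are too few for a share under 0.05, with the genotype split giving the largest median, in 1 of 10 splits, for mitosis (0.41, highest other 0.26), replication (0.28, highest other 0.24) and repair (0.15, highest other 0.10).

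Zcchc6 was lower but not absent in the Zcchc6-/- arrays. By other methods, the paper reports effective loss of the mRNA in lung (qRT-PCR, Fig 2B). It also reports complete loss of the protein in the tissues examined (immunoblot, Fig 2C). An exchange of a Zcchc6+/+ and a Zcchc6-/- label is argued against by the lowest Zcchc6+/+ value, which lay 0.43 above the highest Zcchc6-/- value. Probes outside the deleted exons may keep part of the signal where mutant transcript escapes the decay that the deletion was designed to cause. The log2 fold change of -0.70 joins all probes of the gene, so whether this is the source cannot be told without values per probe, which are not used here.

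Alveolar macrophage identity genes (median log2 fold change -0.071) were called lower by camera although the paper names no such process, with an adjusted p = 0.544 with an estimated correlation. Cholesterol synthesis genes, also outside Table 1, were called lower with a median log2 fold change of -0.21, and an adjusted p = 0.553 with an estimated correlation. MHC class II and co-stimulation genes, outside Table 1 as well, were called lower with a median log2 fold change of -0.31, and an adjusted p = 0.553 with an estimated correlation.

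The same 10 splits are too few for a share under 0.05 for the counts as well. At an adjusted p under 0.05 limma gave 0 genes in the genotype split and at most 0 in the others, so all 10 were as large. At an unadjusted p under 0.05 the genotype split gave 1268 genes, 4 splits gave as many, and the highest other was 2401, for Zcchc6+/+ replicates 1 and 2 with Zcchc6-/- replicate 1 against the rest. For camera's gene lists the genotype split gave 7, 4 splits gave as many, and the highest other was 12.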

How the results depend on the processing

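The level of Xist as a covariate was chosen after the values were seen, and all other alternatives were planned. The count of genes at adjusted p under 0.05 was 0 in every setting, except that leaving out each array in turn gave 0 to 1 (1 without Zcchc6-/- replicate 1, the array with the T cell markers; the cause was not tested), and a threshold of 0.25 gave 0 as well. The count of genes at unadjusted p under 0.05 stayed within 1.5 times the 1268 except for 777 with genes above the median only, where fewer genes are tested. Camera called 5 to 11 lists with 1 array left out (5 without Zcchc6-/- replicate 1, 11 without Zcchc6-/- replicate 2), 0 with an estimated correlation and 0 with fry. The mitosis (0.41), replication (0.28) and repair (0.15) lists kept their direction and camera's call in every other setting but lost the call with an estimated correlation (adjusted p = 0.209, 0.209 and 0.424) and with fry (adjusted p = 0.0870, 0.0870 and 0.186); genes of these lists vary together between arrays, which the preset correlation leaves out, and fry does not compare with other genes. Genes near Zcchc6 (median -0.027) passed with pre-ranked enrichment (adjusted p = 0.0335) and in no other setting; the cause was not tested. Replicate numbers did not pair the samples (correlations of deviations 0.0902, -0.231 and 0.0460), and the replicate block gave 0 genes, 1067 genes at unadjusted p under 0.05 and 8 lists, with airway epithelial markers as the list added (adjusted p = 0.0261). With Xist as a covariate these were 0, 1217 and 7. With 1 array left out, log2 fold changes ranged from -0.40 to 0.14 for Zcchc11, -0.0089 to 1.31 for the Cd28 log2 fold change, -0.0055 to 0.84 for Cd5, -0.22 to 0.13 for Cxcl1, -0.50 to 0.40 for Cxcl2, -0.22 to 0.032 for Cxcl5, -0.047 to 0.11 for Il6, -0.080 to 0.36 for the Tnf log2 fold change and -0.048 to 0.16 for Wdfy1; the cause was not tested. T cell markers ranged from -0.11 (without Zcchc6-/- replicate 1, which carries the signal) to 1.26. Sex-linked genes differ in 1 array per genotype: the Ddx3y log2 fold change ranged from -1.10 to 1.66, the Eif2s3y log2 fold change from -1.72 to 1.75, the Kdm5d log2 fold change from -1.24 to 1.23, the Uty log2 fold change from -1.71 to 1.52 and the Xist log2 fold change from -2.13 to 2.44. Array weights gave -0.23 for Ddx3y and -0.72 for Eif2s3y, and a second quantile normalization gave -0.021 for the Il6 log2 fold change; the cause was not tested. For 85 named genes other than Zcchc6 and Zcchc11, 31 of 1251 values under alternatives had the opposite sign and 0 passed. Zcchc6 was lower and did not pass in each setting. Arrays of this kind compress changes near the floor, so dim genes such as Il6 are limited by signal over background.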

Other observations

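The tests of the let-7 and histone hypotheses were chosen only after the values of these lists were seen.

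All 25 genes of cholesterol synthesis had a lower mean in Zcchc6-/- macrophages, among them Tm7sf2, Mvd and Dhcr7, enzymes of the mevalonate and sterol steps, with log2 fold changes of -0.32, -0.29 and -0.37 (adjusted p = 0.981, 0.981 and 0.983 from limma). None passed over all genes or when adjusted over the list alone, while camera called the list (adjusted p = 2.20e-07), with an adjusted p = 0.553 with an estimated correlation. Without Zcchc6+/+ replicate 3 the Dhcr7 log2 fold change was -0.24. The mean of the list over the Zcchc6+/+ mean was -0.39, -0.13 and -0.12 in the Zcchc6-/- arrays, with the value furthest from 0 in the array that carries T cell markers, and -0.12, -0.059 and 0.18 in the Zcchc6+/+ arrays. Without Zcchc6+/+ replicate 3 its median went from -0.21 to -0.11 (adjusted p = 0.0108). Of 27 genes of lipid uptake, storage and efflux, 8 had a higher mean, with a median of -0.064 (camera adjusted p = 0.517), and Apoe alone was higher when adjusted over the list alone and 0 over all genes. Camera called that list lower without Zcchc6-/- replicate 2 (median -0.14, adjusted p = 0.0422), while its median was 0.0075 without Zcchc6-/- replicate 1. The scavenger receptor gene Msr1 had a log2 fold change of -0.82 (standard error 0.24, adjusted p = 0.902 from limma). Its Zcchc6-/- values were 5.94, 5.09 and 5.94 against a Zcchc6+/+ mean of 6.48, so Zcchc6-/- replicate 2 carried much of the change. Of the neutrophil markers, the iron-binding protein gene Lcn2 had 0.70 (standard error 0.16), the receptor genes Cxcr2 and Csf3r 1.09 and 0.63, and the collagenase gene Mmp8 -0.63 (adjusted p = 0.784, 0.902, 0.968 and 0.981 from limma). The Mmp8 log2 fold change was -0.38 without Zcchc6+/+ replicate 3, and 9 of 15 neutrophil markers had a higher mean. Camera called the neutrophil list higher when only genes above the median signal were kept (median 0.70, the value of Lcn2, adjusted p = 0.00867).

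Other groups were not called by camera. Median log2 fold changes were 0.040 for uridyltransferases, poly(A) polymerases and decay factors (adjusted p = 0.142), 0.071 for microRNA processing, where Dicer1 had 0.32 (adjusted p = 0.126 for the list), -0.069 for the lysosome (adjusted p = 0.142), -0.0066 for p53 targets (adjusted p = 0.599), -0.037 for immediate early and heat shock genes (adjusted p = 0.599), -0.034 for glycolysis and hypoxia (adjusted p = 0.635), -0.0093 for oxidative phosphorylation (adjusted p = 0.599), 0.025 for ribosomal proteins (adjusted p = 0.565) and 0.021 for sex-linked genes (adjusted p = 0.921). In these lists 0 genes passed over all genes, and Phlda3 of the p53 targets was the only member to pass when adjusted over the list alone, which it did not without Zcchc6+/+ replicate 1 or 3 or Zcchc6-/- replicate 2 or 3. Without Zcchc6-/- replicate 2 camera called the microRNA processing list higher (median 0.11, adjusted p = 0.0246) and the lysosome list lower (-0.10, adjusted p = 0.0415). The microRNA processing list was also called with genes above the median signal only (adjusted p = 0.0114), and the lysosome list with unmoderated variances (adjusted p = 0.0409). With 1 array left out the medians ranged from -0.14 to 0.077 for p53 targets, -0.13 to 0.023 for glycolysis, -0.071 to 8.2e-04 for oxidative phosphorylation, -0.031 to 0.080 for ribosomal proteins, 0.016 to 0.11 for microRNA processing, 0.024 to 0.058 for uridyltransferases and decay factors, -0.088 to -0.017 for immediate early genes and -1.24 to 1.52 for sex-linked genes.

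Genes within 10 Mb of Zcchc6, which can carry sequence of the embryonic stem cell strain along with a targeted allele, had a median of -0.027 (camera adjusted p = 0.328). Among the 224, Unc5a, Cdc14b and Rsl1 had -0.65, -0.55 and -0.77 (adjusted p = 0.610, 0.616 and 0.855 from limma), and 0 passed by either adjustment, over all genes or adjusted over the list alone. For the size of this median, 1 of the 10 splits into 3 and 3 gave 0.027, the genotype split, with 0.021 as the highest other, and 10 splits are too few for a share under 0.05. The splits used the median itself, not its distance from other genes. With the median of each array centred it was -0.0096 (camera adjusted p = 0.311), and without centring the median over all genes was -0.0063.

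A hypothesis is that less uridylation of let-7 precursors could leave more mature let-7 in Zcchc6-/- macrophages and so lower its target mRNAs. It rests on the oligo-uridylation that the paper ties to Lin28a. For cells without Lin28a, the paper cites mono-uridylation of group II microRNAs that raises their mature levels, which could move targets the other way. The 27 targets measured had a median log2 fold change of 0.038 (0.020 to 0.081 with 1 array left out), 16 with a higher mean (camera adjusted p = 0.227), and Arid3a and Igf2bp3 had 0.43 and 0.46 (adjusted p = 0.902 each from limma). None passed over all genes or when adjusted over the list alone. The mixed form of fry, which ignores direction, gave the list an adjusted p = 0.00837. Camera called the list higher, opposite to the hypothesis, when only genes above the median signal were kept (median 0.079, adjusted p = 0.0288), and in no other setting. A first bound against it, a median of 0 or above, was met and was replaced after the values were seen, since a median near 0 over members that go both ways decides little. This stays open, and mature let-7 was not analysed here.

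Histone mRNAs of replicating cells are uridylated before decay, and a further hypothesis is that less uridylation could leave more of them in Zcchc6-/- macrophages. The mean of the 25 matched genes over the Zcchc6+/+ mean was 0.48 in Zcchc6-/- replicate 1, the array that carries T cell markers, and -0.13 and -0.066 in the others, which lie below every Zcchc6+/+ array. The median log2 fold change was 0.17 (camera adjusted p = 0.126), and it was -0.12 (adjusted p = 0.188) without Zcchc6-/- replicate 1, while camera called the list higher without Zcchc6-/- replicate 2 or 3 (adjusted p = 0.00246 and 0.00337). H2ac11, with 0.55 (adjusted p = 0.689 from limma), was the only member higher when adjusted over the list alone, which it was not without any 1 of the 6 arrays, and 0 passed over all genes. The Zcchc6-/- arrays differ from each other by more than their mean differs from the wildtype mean, so this stays open. A first bound against the hypothesis, at least 1 Zcchc6-/- array within or below the wildtype range, was met. After the values were seen it was replaced by a mean over the Zcchc6-/- arrays below wildtype by more than their SD. That mean was 0.095 with an SD of 0.33, both raised by Zcchc6-/- replicate 1. With that array included the second bound could hardly be met, so it decides nothing.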
